A study of Mus musculus with 3 samples. Its data were reported in "Dynamic release of neuronal extracellular vesicles containing miR‐21a‐5p is induced by hypoxia" (2023).

How the data were processed

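Ago2 HITS‐clip libraries were prepared from 3 samples of N2A cells under basal conditions, per the labels crosslinked with ultraviolet light at 400 and then 200 mJ per square cm. The labels put all samples in 1 group and number the replicates 1 to 3. The authors called peaks for each sample and deposited them in 1 table with chromosome, start, stop, strand, score and sample. The aligner, the peak caller, its threshold and the genome build are not stated in the labels or the methods. The deposited score has no stated unit. It lay between 54.6 and 60, was 60 for nearly all peaks, and was used for no ranking. The table has 0 further columns of values per sample.

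Starts went down to -30, and stops on the mitochondrial chromosome up to 16329, which is 30 nt past its length of 16299 in GRCm38. Neighbouring peaks of a library overlapped by at most 60 nt. Coordinates were therefore read with starts counted from 0 and stops from 1, and peaks were taken to be padded by 30 nt on each side. The narrowest, 79 nt, thus had a central part of 19 nt. The build was assumed to be GRCm38, in which only the mitochondrial chromosome had a stop past its end. Other builds were not compared. Peaks were used as deposited. Peaks off the 21 primary nuclear chromosomes, 430, 276 and 315 in replicates 1, 2 and 3, were left out of the overlap, annotation and strand comparisons.

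Annotation came from GENCODE mouse M21 and sequence from GRCm38.p6. Each midpoint was assigned on the same strand to 3′UTR, coding sequence, 5′UTR, intron, non-coding exon or outside genes, in that order of priority. The 3′UTR of a gene was the longest of any of its protein-coding transcripts. Overlap of peaks between libraries required at least 1 nt on the same strand and was compared with 100 random relocations within the same gene.

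Targets of a miRNA were genes with a match to seed positions 2 to 8, with or without a following A. Relative coverage was tested by shuffling site labels within 20 bins of 3′UTR length (permutation test, 100000 resamples, one-sided). Sites inside common regions, those of at least 8 nt covered in all 3 libraries, were tested with an exact Poisson-binomial test, one-sided, against windows in the same 3′UTR. Both were adjusted by Benjamini-Hochberg over 48 miRNAs listed before the data were examined, 18 named in the study and 30 others. Densities of 7-mers used a pseudocount of 0.5. A mature miRNA counted as having a peak on its arm in a library when the central part of a peak overlapped its arm by at least 15 nt.

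Genes were to be named by the lowest percentile of the score over libraries. Ties made this rule, and the like rules for hairpins and for genes with a 3′UTR peak, unusable. The genes with 8mer sites in the shortest common regions were named in its place, with Mir21a, the listed miRNAs and the known targets as planned. The alternatives that kept the higher-scoring peaks were not run for the same reason. The other alternatives were the overlap required, strand, number of libraries, each replicate left out, merged 3′UTR exons, site type, length bins, background genes, extended regions and the rule for hairpins. Lists of marker genes of 6 cell types (myeloid, lymphoid, erythroid, hepatocyte, muscle and oligodendrocyte) and of hairpins of blood and other tissues were also written after the peaks had been examined. Added after the data were seen were peaks of 86 to 200 nt only, a random draw of 498071 peaks per library, and peaks trimmed by 30 nt on each side.

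The tests were tested on simulated data built on the 21681 real 3′UTRs. With 8000 regions placed at random, 0 of 48 miRNAs passed the adjusted threshold of 0.05 for sites. With regions laid over sites of 10 miRNAs, all 10 and 0 others did. The random placement took no account of base composition. It therefore does not show how often sites are called where real regions are rich in A or T. With peak genes drawn by 3′UTR length alone, 0 of 48 passed for relative coverage with 20 length bins, and 48 without bins. Of 20000 simulated peaks of which 30% were shared, 30.5% overlapped. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9. Wilson intervals are at the 95% level.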

Results

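Argonaute 2 (Ago2) binding was mapped by HITS‐clip in N2A cells, a mouse neuroblastoma line, kept under basal conditions. In this assay ultraviolet light crosslinks proteins to the RNA they touch, Ago2 is immunoprecipitated, and the attached RNA fragments are sequenced. Ago2 carries microRNAs (miRNAs) and the transcripts they pair with, so a peak can mark either of them. The 3 libraries formed 1 group, and every comparison is therefore between libraries, strands or annotated features. The deposited table held 711377 peaks for replicate 1, 498071 for replicate 2 and 829936 for replicate 3, and leaving out each library gave means from 604724 to 770656. Read depth was unknown, because the table lists intervals and no counts. Confidence intervals given below cover only the counting of peaks.

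Most peaks were narrow. Median width was 83, 84 and 85 nt in replicates 1, 2 and 3, and no peak was narrower than 79 nt. Peaks over 1000 nt made up 3.02%, 4.83% and 2.77% of replicates 1, 2 and 3, and the longest spanned 60321, 91047 and 112841 nt. Covered length was 139.3, 163.5 and 165 Mb, which includes these long peaks. The authors' score was exactly 60 for 98.9%, 99.3% and 99.7% of the peaks of replicates 1, 2 and 3, so it could not order the peaks within a library. Among peaks shared by a pair of libraries the score had a Spearman correlation across peaks of 0.105 (replicates 1 and 2), 0.123 (1 and 3) and 0.244 (2 and 3). Peaks are not independent replicates and between 93.4% and 96.1% of these pairs were tied at 60, so no test was made of it.

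The strand of peaks depended on their width. For peaks of 86 to 200 nt, the midpoint lay in a gene on the same strand 6.3 ± 2.08 times as often as in a gene on the opposite strand (mean ± SD, n = 3). For peaks of at most 85 nt this ratio was 1.38 ± 0.151, and for peaks over 1000 nt it was 1.35 ± 0.123. The lowest ratio of a library for peaks of 86 to 200 nt, 3.97 in replicate 1, lay above the highest for the narrow class, 1.53 in replicate 3. Narrow peaks made up 71.5%, 61.4% and 52.8% of replicates 1, 2 and 3.

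**Figure D1:**
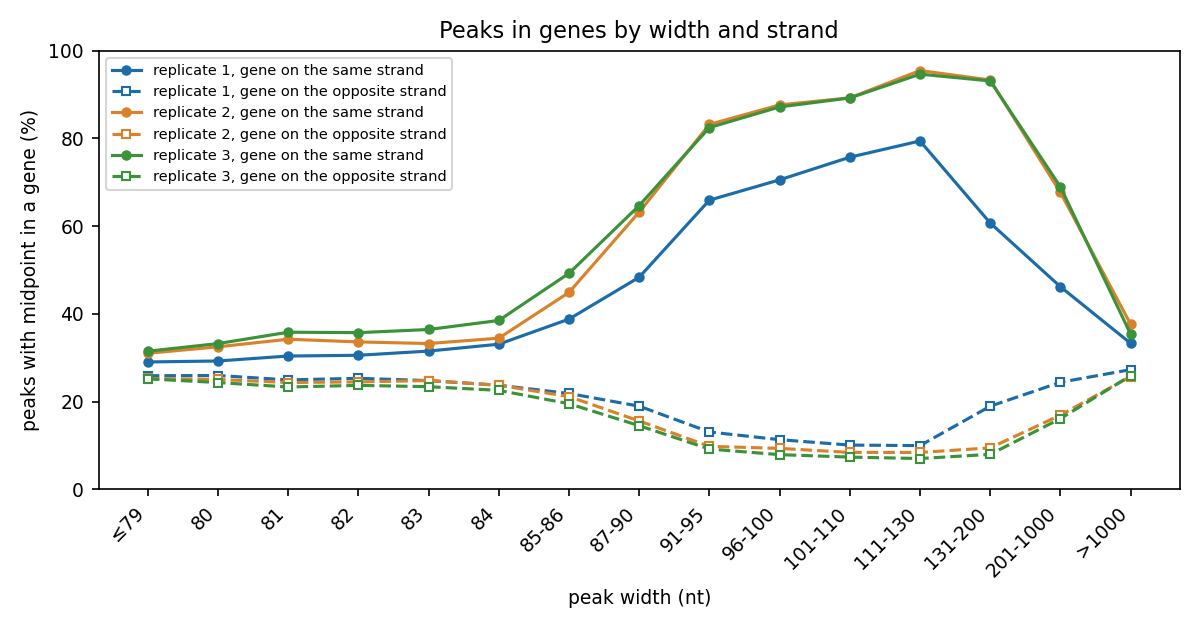
Share of peaks (%, y axis) whose midpoint lay in a gene on the same strand (filled circles, solid lines) or on the opposite strand (open squares, dashed lines), by peak width in nt (x axis, classes of unequal size), for each replicate. The lines lie close together among the narrowest peaks and those over 1000 nt and are far apart between, where replicate 1 has the lower share on the same strand.

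The first comparison asked how far the libraries shared their peaks, since the study kept genes with a peak in every sample. A peak was shared when it overlapped a peak of the other library by at least 1 nt on the same strand. Over the 6 ordered pairs of libraries 15.6 ± 5.63% of peaks were shared (mean ± SD over pairs). The pairs ranged from 9.83% of replicate 1 peaks found in replicate 2 to 26% of replicate 2 peaks found in replicate 3. Among peaks inside genes the shared proportion was 22.8 ± 9.05%, against 13.9 ± 4.11% after each peak was moved at random within its gene. In all 6 pairs the observed share exceeded that of each of the 100 relocations (one-sided permutation test, p = 0.0099, the smallest these relocations can give). The ratio of observed to relocated shares was 1.61 ± 0.169. Peaks were moved over the whole gene, introns included, so a preference for exons common to the libraries would also raise the observed share. The excess alone does not show that single peaks recur. Of the alternatives, leaving out replicate 1 moved the shared proportion most, to 21.7%.

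By annotation, 7.69 ± 4.83% of peaks had their midpoint in a 3′UTR (n = 3), where 0.693% of the annotated length lies. The share was 2.85% in replicate 1 (95% Wilson interval 2.81 to 2.89%), 12.5% in replicate 2 (12.4 to 12.6%) and 7.72% in replicate 3 (7.66 to 7.77%). The libraries thus differed by far more than counting error. Coding sequence held 3.99 ± 2.2% of peaks, 5′UTRs 0.422 ± 0.179%, introns 33.6 ± 6.31% and non-coding exons 1.89 ± 0.492%. Outside genes lay 52.4 ± 8.79% of peaks, against 76.6% of the length. With peaks of 86 to 200 nt only, the 3′UTR share was 17.3 ± 12.2% (n = 3), with 6.91%, 30.8% and 14.2% in replicates 1, 2 and 3, and 10.6% without replicate 2.

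**Figure D2:**
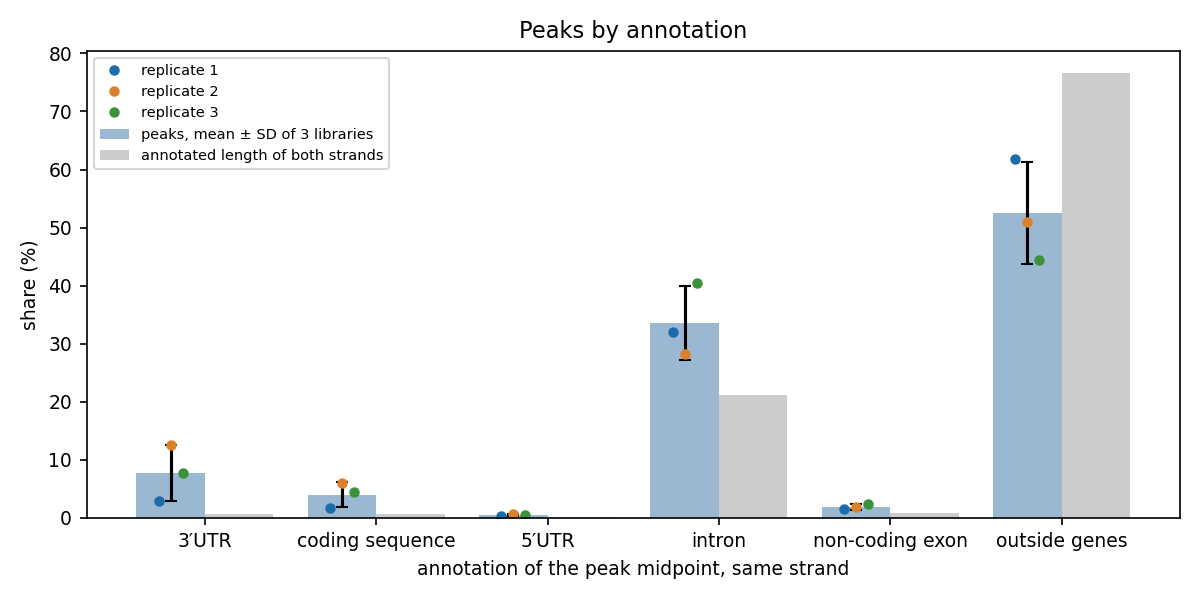
Share of peaks (%, y axis) by annotation of the midpoint on the same strand (x axis): blue bars and error bars give the mean ± SD of 3 libraries, dots the single libraries and grey bars the share of the annotated length of both strands. The 3′UTR share runs from 2.85% to 12.5% between libraries, against 0.693% of the length.

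Genes with a 3′UTR peak were counted next, as the set from which the study derived miRNA targets. Of 21681 protein-coding genes with an annotated 3′UTR, 7347, 9419 and 10204 had at least 1 peak on the same strand in replicates 1, 2 and 3. A peak in all 3 libraries was found for 5028 genes, or 23.2%. When the strand of every peak was reversed, as a background, 554 genes (2.56%) met the same rule. The median 3′UTR was 2072 nt long in the 5028 genes and 666 nt in the others, and the proportion of genes in the set rose from 2.08% to 50.8% between the shortest and the longest of 5 equal classes of 3′UTR length. Only 3012 of the genes had a stretch of at least 8 nt that was covered in all 3 libraries. These stretches, called common regions here, numbered 7842, with a median length of 69 nt. The count of genes depended most on the number of libraries required, and was 8873 with at least 2 libraries.

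Relative coverage of targets was one of the measures by which the study compared miRNAs in these data. Its targets were taken as the 1512 genes with a match to seed positions 2 to 8 (ATAAGCT) in the 3′UTR. Of these, 656 (43.4%) had a 3′UTR peak in all libraries, against 21.7% of the other genes. Long 3′UTRs hold more sites and more peaks, and with site labels shuffled only among genes of similar 3′UTR length the expected number was 629.5. The ratio of observed to expected was 1.04 (permutation test, one-sided, p = 0.0588; Benjamini-Hochberg adjusted over 48 miRNAs, 0.123), and the excess was not significant. With length bins miR‐21a‐5p ranked 22nd of the 48 miRNAs, for 21 of them the adjusted p was under 0.05, and the ratios ran from 0.924 to 1.18. Without length bins its ratio was 1.87, with an adjusted permutation p of 1e-05, the smallest the permutations can give. All 48 miRNAs then had an adjusted p under 0.05, with ratios from 1.5 to 2.03. Both by this ratio and by the share of targets with a peak, miR‐21a‐5p ranked 10th of 48.

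A second test asked whether miR‐21a‐5p sites lay under peaks rather than elsewhere in the same 3′UTR. Of the 7842 common regions, 57 held a site, where 32.6 were expected from windows of the same length placed anywhere in the same 3′UTRs. The ratio was 1.75 (exact Poisson-binomial test, one-sided, p = 4.17e-05; adjusted over 48 miRNAs, 0.000333). In regions of single libraries the ratio was 1.34, 1.19 and 1.12 for replicates 1, 2 and 3, or 1.21 ± 0.114. Trimming peaks by 30 nt on each side moved the ratio most, to 2.73 (16 regions against 5.87 expected). The alternative that changed the call was a random draw of equal numbers of peaks per library, under which 21 regions held a site against 14.6 expected, a ratio of 1.44 (adjusted p = 0.245, exact test). Among the 48 miRNAs, 14 had an adjusted p under 0.05 in this test, and 11 of these also had one for relative coverage. The ratio was highest for miR‐92a‐3p (1.93) and miR‐142a‐5p (1.78), with miR‐21a‐5p next, an order that changed with the setting. The lowest was 0.479, for miR‐185‐3p.

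**Figure D3:**
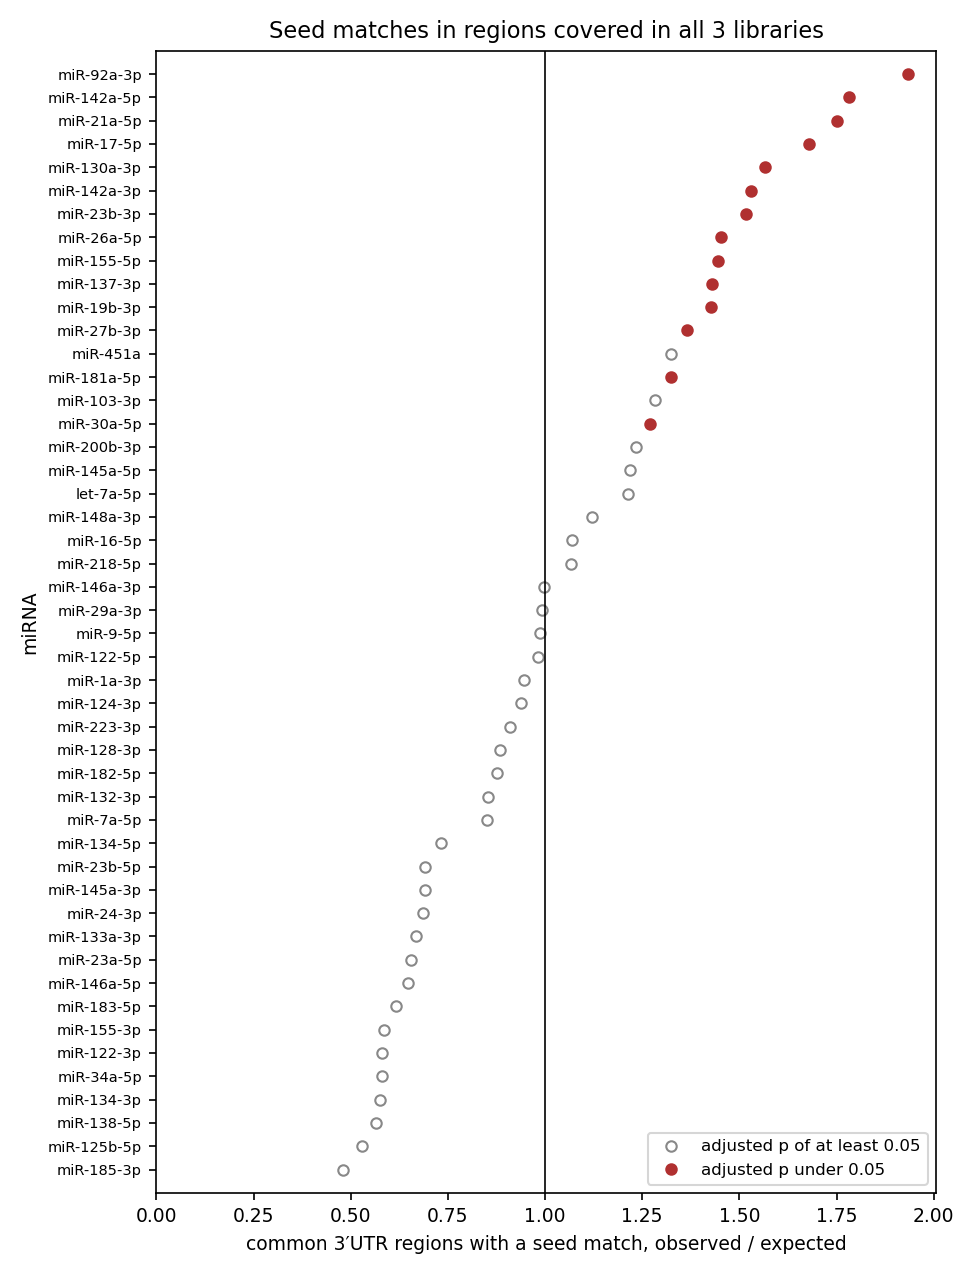
Observed over expected number of common 3′UTR regions that hold a seed match (x axis) for each of 48 miRNAs (y axis); filled points have an adjusted p under 0.05 in the exact Poisson-binomial test and the vertical line marks a ratio of 1. The miR‐21a‐5p point lies at 1.75, below miR‐92a‐3p at 1.93 and miR‐142a‐5p at 1.78.

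The density of the miR‐21a‐5p seed match inside 3′UTR peaks over that in the rest of the same 3′UTRs was 0.45 ± 0.14 on the log2 scale (n = 3), with 0.54, 0.51 and 0.29 in replicates 1, 2 and 3. In the common regions it was 0.98, which placed it at rank 469 among all 7-mers. Trimming the peaks moved the mean most, to 0.67. Among 7-mers found at least 20 times in common regions, the median log2 density ratio rose from -1.55 for those without A or T to 0.90 for those with 7, and the miR‐21a‐5p match has 5.

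The 57 sites lay in 56 genes, 18 of them with an adenosine after the match (8mer sites). The rule for naming genes relied on the score, which was tied, so genes with 8mer sites in the shortest common regions are named, a choice made after the values were seen. All coordinates are GRCm38. The shortest region, 14 nt, was in the 3′UTR of Fnip1 (chromosome 11, site 54516358 to 54516364). It was followed by Pdzd8 (chromosome 19, 59299513 to 59299519, region 29 nt) and Sc5d (chromosome 9, 42255072 to 42255078, region 36 nt). Next came Acat1 (chromosome 9, 53582462 to 53582468, region 54 nt) and Klf3 (chromosome 5, 64832636 to 64832642, region 80 nt). Of 15 genes listed in advance as known miR‐21a‐5p targets, 14 had a 3′UTR peak in all libraries and 10 had a seed match. In 1 of them, Smad7 (chromosome 18, 75395530 to 75395536), the site lay in a common region (93 nt). In 8 of the 15 a site was under a peak in at least 1 library, among them Pdcd4 in replicates 2 and 3.

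The miRNA loci themselves were examined because Ago2 holds the mature miRNA. Of 2202 annotated hairpins, 327, 516 and 530 were overlapped by a peak on the same strand in replicates 1, 2 and 3, and 185 in all of them. On the opposite strand 9 were overlapped in all libraries. With peaks of 86 to 200 nt only, the number in all libraries was 92. The Mir21a hairpin (chromosome 11, 86584067 to 86584158, minus strand) had a peak in each library, with 2 in replicate 1. The central part of a peak, without the outer 30 nt on each side, overlapped the miR‐21a‐5p arm (86584120 to 86584141) in all 3. The same held for 19 of the 48 listed mature miRNAs, 7 of them among the 18 that the study named. In each of the 3 replicates this central part ran beyond the arm on both sides. It spanned 86584116 to 86584152 in replicate 1, 86584079 to 86584153 in replicate 2 and 86584075 to 86584153 in replicate 3. A peak over an arm therefore does not separate the mature miRNA from its precursor or host transcript, and gives no measure of its amount.

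**Figure D4:**
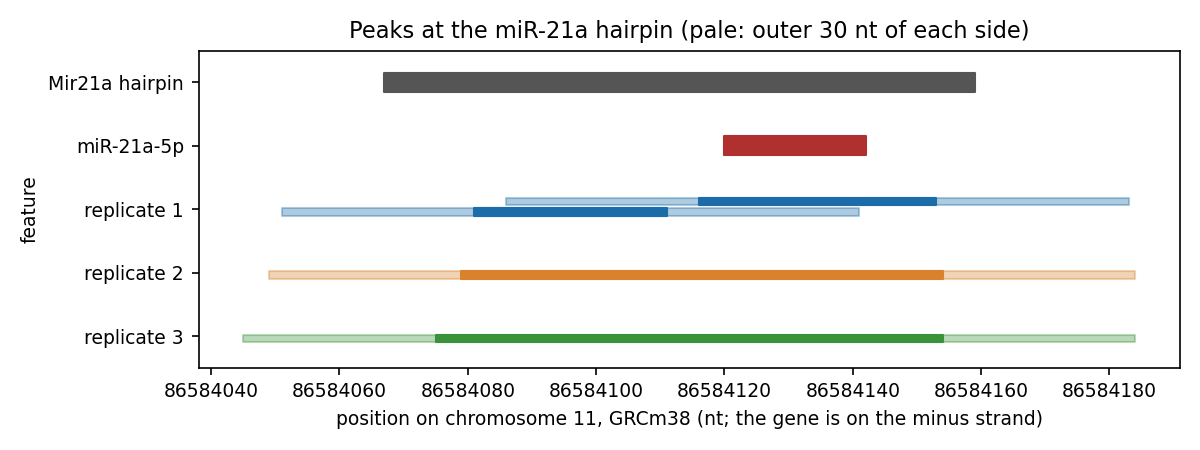
Position on chromosome 11 (x axis, nt, GRCm38) of the Mir21a hairpin, the mature miR‐21a‐5p and the peaks of each replicate (y axis), with the outer 30 nt on each side of a peak drawn pale. The central part of a peak overlaps the mature miRNA in all 3 replicates, and replicate 1 has 2 peaks.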

Values the study reported

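The study reported 186 putative target genes of miR‐21a‐5p from its HITS‐clip data in N2A cells.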

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

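Both tests in this part were chosen after the result was seen. No biological explanation was tested for either signal, because the samples form a single group.

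The 3 libraries held 2644 peaks on chromosome Y (1051, 538 and 1055 in replicates 1, 2 and 3), which no comparison is about and which lie above the 3 counts that a count of 0 allows. If these were alignments placed without regard to transcription, peaks of 86 to 200 nt in the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty would fall on both strands equally. There were 33 on the strand of the gene and 12 on the other (exact binomial test, one-sided, p = 0.00123). Replicate 3 gave 20 of the 33, and without it the counts were 13 and 9 (exact p = 0.262). The result rests on that library, and peaks in a few genes are not independent. Transcription of these genes and misplaced alignments cannot be told apart here, and reads shared with the X-linked copies were not tested.

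On the mitochondrial chromosome, which the comparisons leave out, lay 148 peaks, 106 of them on the minus strand and 42 on the plus strand. The minus strand had more in all 3 libraries. The split differed from equal numbers (exact binomial test, two-sided, p = 1.45e-07), but neighbouring peaks are not independent, so this p is too small by an unknown amount. Alignments placed without regard to transcription can also favour 1 strand where the same sequence is misplaced in every library. The split alone therefore does not separate them from mitochondrial transcripts. The strand of the peaks was not compared with that of the mitochondrial genes. Whether the peaks are mitochondrial RNA bound by Ago2, RNA carried through the purification or nuclear copies of mitochondrial sequence was not tested.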

How the results depend on the processing

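Of 68 results recomputed under alternatives, 54 kept their direction and their side of the threshold, or their value within the spread. Of the others 9 moved, 4 became stronger and 1 weaker, and none reversed. The alternatives with peaks of 86 to 200 nt, the random draw and trimmed peaks were chosen after the data were seen. A narrower class, 90 to 200 nt, was also looked at before 86 to 200 nt was settled on. Where no cause is given, the cause was not tested.

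The miR‐21a‐5p site ratio stayed above 1 in all 11 alternatives, from 1.17 to 2.73, with adjusted p (exact Poisson-binomial test) from 4.75e-06 to 0.245. It was no longer significant with the random draw of equal numbers of peaks, at 1.44, with 14.6 regions expected to hold a site. Whether fewer regions alone explain this cannot be decided. The call held with 13.6 expected for peaks of 86 to 200 nt (ratio 2.13) and 5.87 for trimmed peaks (2.73). Those settings kept other peaks or only parts of peaks and had higher ratios, so they cannot exclude it. Leaving out each replicate gave 1.17 to 1.71, the lowest without replicate 1.

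The miR‐21a‐5p relative coverage, not significant as reported, became significant under 4 of 13 alternatives. These were no length bins (1.87), 6mer sites or longer (1.07), peaks of 86 to 200 nt (1.08) and leaving out replicate 3 (1.06, the highest of a range from 1.02 when each replicate was left out). Apart from the ratio without bins the highest was 1.08, and adjusted permutation p ran from 1e-05 to 0.327. The call therefore depends on the setting.

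Genes with a 3′UTR peak in all libraries numbered 8873 with a peak in at least 2 libraries, which follows from the looser rule, 3559 with peaks of 86 to 200 nt and 4005 with the random draw, where fewer peaks were used, and from 5494 to 7714 when each replicate was left out, the highest without replicate 1. The 3′UTR share was 17.3 ± 12.2% for peaks of 86 to 200 nt and 10.6% for these without replicate 2. The log2 density of the miR‐21a‐5p match was 0.59 for those peaks, 0.67 for trimmed ones, 0.38 for extended regions and 0.37 with the random draw. Hairpins with a peak in all libraries fell from 185 to 92 with peaks of 86 to 200 nt and 93 with the random draw. Both settings used fewer peaks. The width class also left out peaks of at most 85 nt, where a padded peak over a mature miRNA alone would fall. These effects were not separated. When each replicate was left out, the number of such hairpins ran from 206 to 346, the highest without replicate 1. The correlation of the score ran from 0.105 to 0.244 when each replicate was left out. It rests on ties and says nothing about agreement. Peak overlap exceeded relocation in all 8 alternatives, with shares from 11.2% to 21.7%.

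The alternatives that keep the higher-scoring peaks of each library, by share or by number, were not run, because the scores are tied. Trimming leaves midpoints in place and was not run for annotation. Read depth is unknown, so a gene without a peak is not shown to lack Ago2 binding. No paired analysis was possible because the libraries form a single group.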

Other observations

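Except for the tests of spliced ends, of the overlap with miR‐17‐5p sites, of blood-cell transcripts and of equal A or T content, the tests in this part were chosen after the result, or part of it, was seen. The patterns were found in the same data they were tested on, and the design has a single group. Antisense transcription, RNA from blood-lineage cells and presence of the miRNA were examined as biological explanations, and none of them could be decided.

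The number of genes with a miR‐21a‐5p seed match and a 3′UTR peak in all libraries was 656. That is higher than the value quoted from the study above. The study's target list was not used here, and targets were defined by seed matches alone.

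Peaks of at most 85 nt lay more evenly on both strands of genes than those of 86 to 200 nt. Alignments placed without regard to transcription are a candidate explanation. A narrow peak was met by a narrow peak of another library on the same strand 3.17 ± 0.981 times as often as on the opposite strand (mean ± SD over 6 pairs, lowest 2.52), and for peaks of 86 to 200 nt the ratio was 26.8 ± 14.5. Reads of the same sequence misplaced in every library would also recur on 1 strand, so this does not decide. Antisense transcription of the same genes is another candidate explanation. The antisense share was 12.2 ± 2.61% for peaks of 86 to 200 nt and 24.4 ± 0.776% for narrow ones, but the first is lowered by the higher sense share of that class, 73.2 ± 11.4% against 33.6 ± 2.61%. Misplaced alignments and antisense transcription cannot be told apart here.

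Peaks over 1000 nt were also spread over both strands. Reads spliced across introns would join exons of a gene, but 4.97 ± 2.53% of these peaks had both ends in exons of 1 gene on the same strand. That argues against splicing across annotated exons for most of them. Unannotated exons were not tested.

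Replicate 1 had the lowest 3′UTR share. Narrower peaks do not account for it alone, since at the pooled width distribution its share was 3.71%, against 12.6% and 6.43% in replicates 2 and 3. Processing may also have differed. In replicate 1, 0 peaks had a score that was not a whole number, against 3303 and 2811 in the others. This shows a difference in the file and not that it lowered the share, so it cannot be told apart from a difference between the samples.

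Genes with a miR‐21a‐5p site had a 3′UTR peak more often, with a ratio of 1.87 before 3′UTR length was taken into account and 1.04 after. This is consistent with length as the main source of the excess at gene level. With bins 21 of the 48 miRNAs still had an adjusted permutation p under 0.05, so the bins did not remove the excess of those.

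For the sites under peaks, base composition may contribute. Of the 420 7-mers with the bases of the miR‐21a‐5p match, the match included, a share of 0.0714 had a density in common regions at least as high, and 0.0278 of the 360 without CG. By the ratio to windows in the same 3′UTR, the shares were 0.0476 and 0.0139. The median 7-mer of this composition had a ratio of 1.24. The outcome depends on the measure and the set, and enrichment of the site beyond composition remains a hypothesis.

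The miR‐142a‐5p match can overlap that of miR‐17‐5p. Without sites preceded by GC, 130 common regions held a miR‐142a‐5p site against 73.7 expected, a ratio of 1.76 (exact Poisson-binomial test, one-sided, p = 3.17e-10), so the overlap does not account for the enrichment. Base composition was not separated here.

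Several listed miRNAs lacked a peak on their arm. Of 31 with a single genomic copy 19 had one in all libraries, against 0 of 17 with more copies (Fisher's exact test, one-sided, p = 1.22e-05). A likely explanation is that reads mapping to several loci were removed. Absence of a peak at such loci therefore does not show absence of the miRNA.

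Of 6 hairpins of blood-cell miRNAs, 5 had a peak in all libraries (Mir142, Mir155, Mir223, Mir451a and Mir144), against 3 of 17 hairpins of other tissues, or 17.6% (Fisher's exact test, one-sided, p = 0.0086). Some of these hairpins had been looked up before the list was made, so the test decides nothing. RNA or reads from blood-lineage cells are a candidate source. The marker-gene test was stated before its result was seen, but its gene lists and peak class were chosen after the peaks had been examined. In that test, 2 of 44 marker genes of blood lineages had an exonic peak of 86 to 200 nt in all libraries. Of the markers of hepatocytes, muscle and oligodendrocytes, 2 of 45 had one (Fisher's exact test, one-sided, p = 0.683). Counting genes with such a peak in at least 1 library gave 16 against 5 (Fisher's exact test, one-sided, p = 0.00482), which was not the stated test. By list, genes with such a peak in at least 1 library were 4 of 15 myeloid, 11 of 15 lymphoid, 1 of 14 erythroid, 0 of 15 hepatocyte, 1 of 15 muscle and 4 of 15 oligodendrocyte. In all libraries Ptprc and Il7r had one among the blood-lineage markers. These genes were picked out after their values were seen. Lyz2 and Tyrobp had 0 in each library. How many of these genes N2A cells express was not analysed here. The 2 ways of counting disagree, and contamination and expression in N2A cells cannot be told apart.

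Site enrichment differed between miRNAs. Among the 31 single-copy ones, the mean log2 site ratio was 0.25 for the 19 with a peak on their arm in all libraries and -0.47 for the other 12 (permutation test, two-sided, p = 0.00028). Presence of the miRNA on Ago2 may seem to explain this, but the seed matches of miRNAs with a peak had more A or T, 4.16 against 2.92 of 7 on average. Within matches of equal A or T count, which left 23 miRNAs to compare, the difference was 0.26 (permutation test, two-sided, p = 0.134). Presence of the miRNA and base composition cannot be told apart with so few miRNAs, and a peak on the arm does not separate the miRNA from its precursor.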
